# A Lectin-Based Glycomic Approach to Identify Characteristic Features of *Xenopus* Embryogenesis

**DOI:** 10.1371/journal.pone.0056581

**Published:** 2013-02-14

**Authors:** Yasuko Onuma, Hiroaki Tateno, Shingo Tsuji, Jun Hirabayashi, Yuzuru Ito, Makoto Asashima

## Abstract

Cell surface glycans show dynamic changes during cell differentiation. Several glycans are useful biomarkers of tumors, stem cells, and embryogenesis. Glycomic studies have been performed using liquid chromatography and mass spectrometry, which are powerful tools for glycan structural analysis but are difficult to use for small sample sizes. Recently, a lectin microarray system was developed for profiling cell surface glycome changes to terminal carbohydrate chains and branch types, using sample sizes of a few micrograms. In this study, we used the lectin microarray system for the first time to investigate stage-specific glycomes in *Xenopus laevis* embryos. Unsupervised cluster analysis of lectin microarray data indicated that glycan profiles changed sequentially during development. Nine lectin probes showed significantly different signals between early and the late-stage embryos: 4 showed higher signals in the early stages, and 5 exhibited higher signals in the late stages. The gene expression profiles of relevant glycosyltransferase genes support the lectin microarray data. Therefore, we have shown that lectin microarray is an effective tool for high-throughput glycan analysis in *Xenopus* embryogenesis, allowing glycan profiling of early embryos and small biopsy specimens.

## Introduction

Changes in glycan expression are thought to be important in a wide range of bioprocesses, although little is known about the nature and magnitude of glycome changes that occur during embryogenesis.

Here, we examined *Xenopus laevis* glycome profiles during developmental progression using a lectin microarray system, and in parallel, we analyzed the expression profiles of genes related to glycan synthesis using DNA microarray. Lectin microarray is a high-throughput analytical method based on glycan binding to lectins arrayed on a glass slide [1], and this method has been used to search for diagnostic biomarkers [2]. The lectin microarray system revealed stage-specific glycan profiles in *Xenopus* embryos. Significant changes were detected in lectin probe signals, indicating the presence of specific glycans during embryogenesis. The lectin microarray data revealed that the expression of ABO blood-group glycans, ßGalNAc, and αGalNAc (Tn-antigen) decreased during embryogenesis, while the expression of high-mannose–type N-glycans increased. Consistent with this data, the expression of *α1,2 fucosyltransferase* (*fut1*) and *α-N-acetylgalactosaminyltransferase/α1,3 galactosyltransferase* (*abo*) genes, involved in the synthesis of ABO blood-group glycans, was higher in early-stage embryos than at later stages. The UDP-GalNAc:polypeptide *N*-acetylgalactosaminyltransferase genes *galnt3*, *galnt7*, and *galnt11* were highly expressed at early embryonic stages, and their expression gradually decreased at later stages. The reduced expression of *mannoside acetylglucosaminyltransferase 1* (*mgat1*) was consistent with increased high-mannose–type N-glycans during later developmental stages. This study is the first to demonstrate the application of a lectin microarray system in *Xenopus* embryos.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the National Institute of Advanced Industrial Science and Technology (AIST) guidelines for life science experiments, and all animal experiments were approved by the AIST (accreditation number 2011–109G).

### Animals

Standard *Xenopus* techniques were followed to induce ovulation, perform in vitro fertilization, and dejelly eggs [3]. Embryos were staged according to Nieuwkoop and Faber [4], and samples from 10 unfertilized eggs and embryos at each of the 12 developmental stages from 2–40 were collected for DNA microarray and lectin microarray analysis.

### Lectin microarray and analysis

The design and use of the lectin microarray was described previously (Table S1) [5], [6]. Briefly, triplicate probes of 96 lectins at 0.5 mg/mL were spotted onto glass slides. Embryo samples were homogenized in modified RIPA buffer [7], and clarified supernatants were obtained after centrifugation using a conventional protein extraction procedure. The extracts were labeled with Cy3-*N*-hydroxysuccinimide (NHS) ester (GE Healthcare), diluted to 0.5 µg/ml, and incubated with the lectin microarray at 20°C overnight. Fluorescence images were acquired using an evanescent-field activated fluorescence scanner (GlycoStation Reader 1200; GP Biosciences). The fluorescence signal of each spot was quantified using an Array-Pro Analyzer ver.4.5 (Media Cybernetics), and a background value obtained from an area without lectin immobilization was subtracted from each spot. Lectin signals from triplicate spots were averaged and normalized to the mean value of the 96 lectins in the array.

Unsupervised clustering was performed by the average linkage method using Cluster 3.0 software. The heat map with clustering was obtained using Java TreeView. Differences between 2 arbitrary data sets were evaluated by applying Student's *t*-test to each lectin signal using SPSS statistics 19 (SPSS).

### DNA microarray and analysis

Total RNA was extracted from frozen samples of each embryonic stage using ISOGEN (NIPPON GENE) according to the manufacturer's instructions. Samples were analyzed by Agilent Frog Microarray 4×44 k (G2519F, Agilent Microarray Design ID 015066) using the Quick-Amp Labeling Kit, one color (Agilent). Arrays were scanned using a G2505C Microarray Scanner System (Agilent). Raw microarray data were submitted to the Gene Expression Omnibus (GEO) microarray data archive (http://www.ncbi.nlm.nih.gov/geo/) at the NCBI (accession numbers GSE40620).

Data were analyzed using Gene-Spring GX12.0 software (Agilent) after applying 2 normalization procedures: (1) signal intensities of <1 were set to 1, and (2) each chip was normalized to the 75th percentile of all measurements from that chip. Baseline transformation of those data was not performed. Genes with a flag value of “detected” or “not detected” in at least 1 sample were analyzed. “*Xenopus* glycogenes” gene sets are listed in Table S2 (see text). A heat map in which each square element indicates the correlation coefficient value between 2 developmental stages was acquired using matplotlib (http://matplotlib.sourceforge.net/).

## Results and Discussion

### Comparative glycomics during *Xenopus laevis* development

To compare developmental stage profiles of protein glycomics during *Xenopus* embryogenesis, we analyzed unfertilized eggs and 12 embryonic development stages: blastomere (2-cell and 16-cell stages), blastula (stages 8 and 9), gastrula (stages 10.5 and 12), neurula (stages 15 and 20), tailbud (stages 25, 30, and 35), and tadpole (stage 40; Table S1). For this, crude protein extracts were labeled with the Cy3-*N*HS ester and analyzed by lectin microarray (Figure 1; Table S3). Mean-normalized signal intensity data were first analyzed by unsupervised hierarchical clustering (Figure 1E). The heat map comprises a matrix showing distances between each developmental stage (Figure 1E). We found that contiguous developmental stage embryos have similar glycan profiles, indicating that glycan profiles change gradually throughout development. The representative examples of 4 lectins are consistent with the gradually increasing or decreasing glycan profiles during embryogenesis (Figure 1A–D).

**Figure 1:**
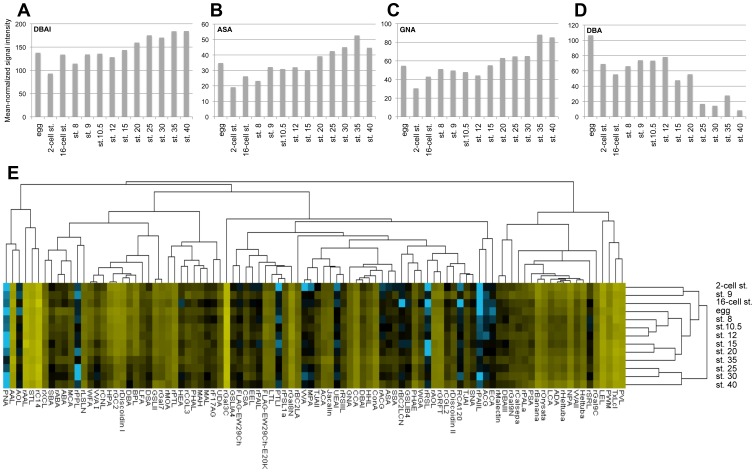
Lectin microarray data of *Xenopus* embryogenesis. (A–D) Lectin microarray data for the 4 indicated lectins, DBAI (A), ASA (B), GNA (C), and DBA (D). Mean-normalized signal intensities of lectins are shown. All lectin data are shown in Table S3. (E) A summary of 96 lectin signals. Unsupervised hierarchical cluster was generated using mean-normalized and log-transformed signal intensities. Levels of lectin signaling are indicated by a color change from blue (low) to yellow (high). Egg, unfertilized egg; st., stage.

### Characterization of glycome changes during embryogenesis

To examine developmental transcriptome features related to the glycan profiles, we used DNA microarray to obtain gene expression profiles of sibling embryos used for lectin microarray. 

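Gene expression was measured on 13 Agilent one-color arrays, 1 for the unfertilized egg and 1 for each of 12 embryonic stages, with no replicate array of any stage. Following the paper's grouping, the 2-cell stage, the 16-cell stage, stage 8 and stage 9 gave 4 early arrays, stages 10.5 and 12 gave 2 gastrula arrays, and stages 15, 20, 25, 30, 35 and 40 gave 6 late arrays. Where early and late stages were compared, the stages stood in for replicates, so the spread within a group includes change between its stages. For 8 samples, a description label names another stage than the sample's title, and the titles, which list the stages of the paper, were used. The arrays lay on 4 slides: the egg to stage 8 on the first, stages 9 to 15 on the second, stages 20 to 35 on the third and stage 40 on the fourth. The authors deposited the scanner output of each array, in which Agilent's Feature Extraction software had already corrected each spot's intensity for background. Of 45220 spots per array, 1417 were controls and were left out, and 43803 probes remained, each present as 1 spot. As in the paper's methods, signals under 1 were to be set to 1, which applied to no probe, and the log2 signal was taken relative to the array's 75th percentile. Before this scaling, the 75th percentile of the signal was 942 in the egg, 1728 to 2008 on the early arrays, 1665 and 1198 at stages 10.5 and 12, and 1122 to 1693 on the late arrays. The scanner software called 58.96% of the probes well above background in the egg, 63.9% to 66.4% on the early arrays, 69.2% and 68.8% at stages 10.5 and 12, and 70.7% to 79.5% on the late arrays. No probe was saturated. Each array also carried 10 spike-in control probes with 32 spots each, which bind RNA added during labeling and not embryo RNA. The mean log2 signal of the 7 spike-in probes that were well above background throughout was 12.96 in the egg, 12.41 to 12.63 on the early arrays and 11.67 to 12.41 on the late arrays. The choice of scaling matters here, because after scaling to the 75th percentile the median log2 value lay between -3.66 and -3.60 on the early arrays and between -2.83 and -2.51 on the late arrays. With 1 array per stage, the number of arrays limits the precision of every value.

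**Figure D1:**
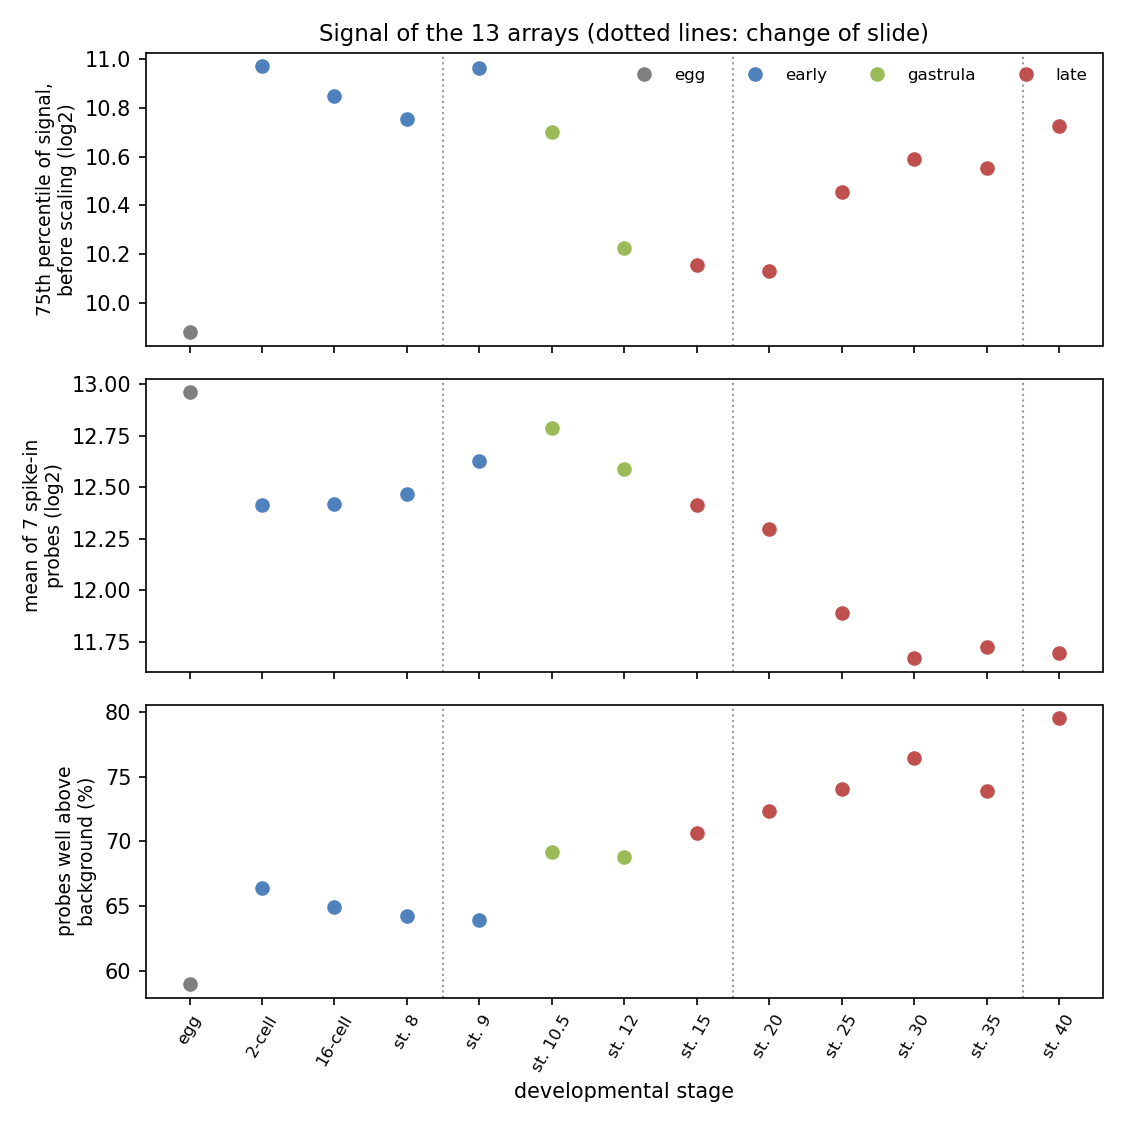
Signal of the 13 arrays by developmental stage: the 75th percentile of the signal before scaling (log2), the mean of 7 spike-in probes (log2) and the percentage of probes well above background, with each point 1 array, colored by stage group, and dotted lines where the slide changes. The egg array has the lowest 75th percentile and the highest spike-in mean, and the percentage of probes well above background is higher on each late array (70.7% to 79.5%) than on each early array (63.9% to 66.4%).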

We listed as “*Xenopus* glycogenes” those genes related to glycan synthesis, including glycotransferases, sulfotransferases that add sulfate to carbohydrates, sugar-nucleotide transporters, and putative glycotransferase genes identified by a homology search of databases including a human glycogene library (http://riodb.ibase.aist.go.jp/rcmg/ggdb/) [8], Xenbase (http://www.xenbase.org/) [9], NCBI (http://www.ncbi.nlm.nih.gov/), and other published information (Table S2).

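The size of each step was taken between consecutive arrays, as the Pearson correlation over all 43803 probes and as the share of probes that changed at least 2-fold among those well above background on at least 1 of both arrays. The steps differed in size. Between the egg and the 2-cell stage, r was 0.944 and 13723 of 29540 probes (46.5%) changed. From the 2-cell stage to the 16-cell stage r was 0.994, with 659 probes (2.24%) changed, followed by 0.993 and 748 probes (2.58%) to stage 8, and 0.992 and 1053 probes (3.66%) from stage 8 to stage 9. From stage 9 to stage 10.5 the correlation was 0.937, and 6469 probes (21.0%) changed, 6.14 times as many as in the step before. This ratio was 9.52 when probes had to be well above background on both arrays, the alternative that moved it most. The next steps, to stage 12 and to stage 15, had r of 0.942 and 0.943, with 11689 (36.8%) and 11748 (36.5%) probes changed. From stage 15 onward the steps were smaller than those to stages 12 and 15, with r of 0.970, 0.978, 0.981, 0.987 and 0.978 and 6772, 4811, 3856, 2380 and 3827 probes changed, in order of stage. With spike-in scaling the step from stage 20 to stage 25 was larger, with 10599 probes (32.0%) changed, of which 10088 rose. This was more than the 8696 (28.2%) from stage 9 to stage 10.5 under that scaling. Spike-in scaling differs from the main scaling only by a constant for each array, so it shifts all probes of an array alike. The step from stage 8 to stage 9 crosses slides and those from stage 9 to stage 15 do not. With no replicate arrays, these differences have no replicate check and no test was made.

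**Figure D2:**
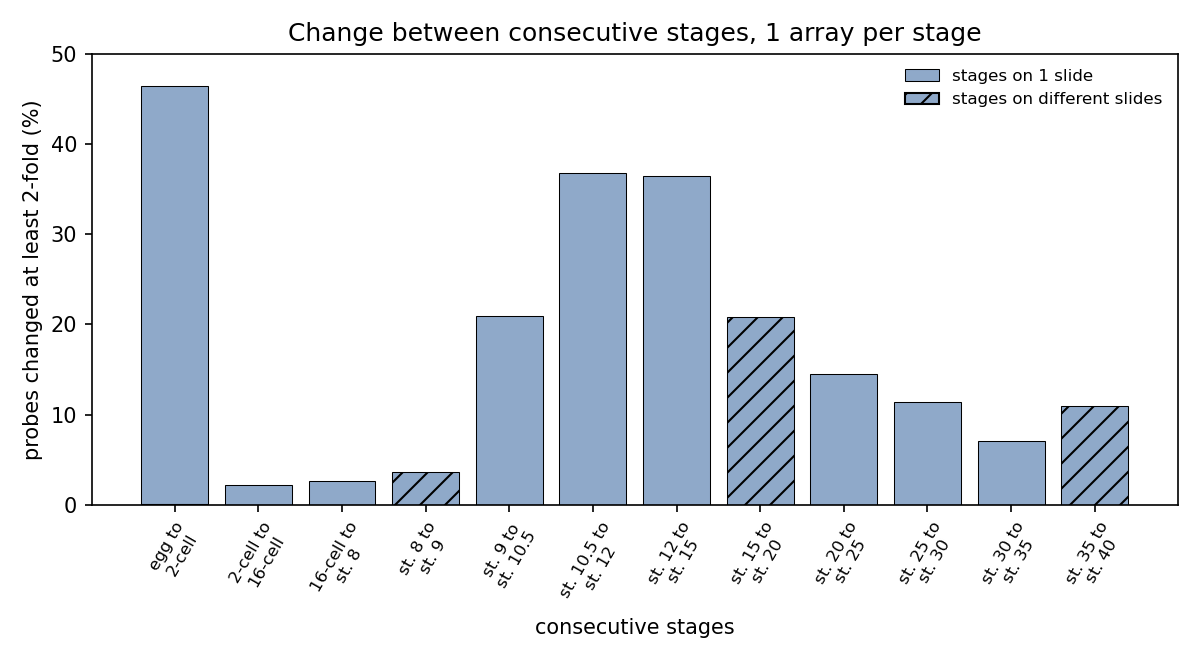
Percentage of probes that changed at least 2-fold between consecutive stages, among probes well above background on at least 1 of both arrays, with each bar 1 pair of arrays and hatched bars for stages on different slides. The 3 steps within the early stages lie between 2.24% and 3.66%, and those from stage 9 to stage 15 between 21.0% and 36.8%.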

The correlation coefficient matrix for gene expression at different developmental stages shows that changes in global gene expression do not follow a smooth continuum (Figure 2A). 

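Correlations were averaged over all pairs of arrays within and between groups of stages. Among the 2-cell stage, the 16-cell stage, stage 8 and stage 9, the mean r was 0.991 ± 0.0018 (SD, 6 pairs). Among stages 15 to 40 it was 0.933 ± 0.049 (SD, 15 pairs), ranging from 0.825 to 0.987. Between both sets of stages it was 0.708 ± 0.030 (SD, 24 pairs), with no pair above 0.765. Restricting the probes to those well above background on at least 1 array lowered this value to 0.607, and taking the signal on a linear scale lowered it to 0.510. Stages 10.5 and 12 correlated with each other at 0.942. In a limma fit of the 4 early against the 6 late arrays, 27148 of 43803 probes were past an adjusted p of 0.05 (Benjamini-Hochberg). Of these, 14523 were higher in late stages and 12625 higher in early stages. The paper drew these groups from the correlations of the same arrays, so the count is no independent support for them. The split by direction depended on the scaling: with each array scaled to its median, 9713 were higher in late and 22035 in early stages. With the slide as a block, an estimate that rests on stages 9 and 15, which share a slide, 17983 probes were past the threshold. In average-linkage clustering of the arrays on 1 minus r, chosen after seeing the data, with the tree divided into 3 clusters, the egg joined the 4 early arrays, stages 10.5 and 12 formed a cluster, and the 6 late arrays formed another. With complete linkage stage 10.5 joined the egg and the early arrays and stage 12 joined stage 15, and with single linkage stage 10.5 stood alone and stage 12 joined the late arrays.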

Three gene clusters appear to define distinct transcriptional states: early stage (2-cell stage, 16-cell stage, stage 8, and stage 9), gastrula (stages 10.5 and 12), and late stage (stages 15–40). The early-stage gene cluster shares some maternal gene expression with unfertilized eggs, and the late-stage gene cluster shows gradual changes in the transcriptome during developmental progression (Figure 2A). In addition, the gastrula stage (stages 10.5 and 12) is distinguishable from these 2 groups. 

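Of 25827 probes well above background in the unfertilized egg, 24915 (96.5%) were well above background on all 4 early arrays, 390 on none of them and 23270 (90.1%) on all 6 late arrays. A further 2296 probes were well above background on all 4 early arrays and not in the egg. The egg correlated with the early arrays at a mean r of 0.936 ± 0.0064 (SD, 4 pairs), below every correlation among the early arrays themselves, of which the lowest was 0.989. With the late arrays, the egg had a mean r of 0.690 ± 0.030 (SD, 6 pairs). Only 1 egg array was made, so the spread among eggs is not known. Within the late stages, the correlation with stage 15 fell with each later stage, from 0.970 at stage 20 to 0.931 at stage 25, 0.894 at stage 30, 0.868 at stage 35 and 0.825 at stage 40.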

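Stage 10.5 correlated with the early arrays at a mean r of 0.9297 ± 0.0050 (SD, 4 pairs) and with the late arrays at 0.771 ± 0.052 (SD, 6 pairs). For stage 12 the means were 0.841 ± 0.0037 (SD, 4 pairs) and 0.839 ± 0.068 (SD, 6 pairs). The nearest array to stage 12 was stage 15, at 0.9428, followed by stage 10.5 at 0.9422. At both gastrula stages, 240 probes were well above background and at least 2-fold above each of the other 11 arrays, and 187 to 253 were so under the other scalings tried. The same count was 9 for stages 9 and 10.5, 195 for stages 12 and 15, and 769 for stages 35 and 40. For stages 12 and 15 it was 163 with median scaling, 167 with quantile normalization and 81 with spike-in scaling. With a 4-fold limit the counts were 86 for stages 10.5 and 12, 8 for stages 12 and 15, and 175 for stages 35 and 40. From the correlation matrix in Figure 2A, the paper distinguishes the gastrula from the early and late stages, and it proposes that the changes in global profiles may reflect differentiation during gastrulation.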

Changes in global gene profiles may reflect multiple differentiation-related changes that occur during gastrulation. Interestingly, the same clusters were observed in the correlation coefficient matrix for “*Xenopus* glycogenes” (Figure 2B). These significant changes in the glycogene transcriptome suggest that dynamic changes in glycan expression occur during gastrulation.

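The scanner files name each probe by a GenBank accession and give no gene name, whereas Table S2 lists most glycogenes by UniGene cluster: of the 159 rows it marks as present on the array, 158 give a UniGene identifier. None of the 28256 accessions on the array was found in the reference gene table used here, so the glycogene set of Figure 2B was not analysed here. A single row marked as present was paired with probes by accession, gcnt2, with 2 probes. The first, Xl#S20337398_4967, was not well above background on any early array or at stage 10.5, and was well above background at stage 12 and on all 6 late arrays. Its normalized log2 signal was -3.40 at stage 12, highest at stage 20 with -0.68, and -3.04 at stage 40. Its early signal is only an upper limit. The rise from the 4 early to the 6 late arrays is therefore given as at least 22.4-fold. This limit was taken against the lowest signal called well above background on each early array, and was not tested. The limma test was on the normalized values as they stand, with a log2 difference of 6.73 and an adjusted p of 1.35e-06. That difference rests on early values not well above background and does not measure the rise. The second, Xl#S20337398_4736, was also not well above background on any early array and was so from stage 10.5 onward. Its normalized log2 signal was -5.30 at stage 10.5, -1.11 at stage 12 and 1.68 at stage 20. By the same untested limit it was at least 114-fold higher in late stages. On the values as they stand, limma gave an adjusted p of 9.68e-08. For both probes every late array was above every early array (two-sided exact permutation test, p = 0.00952, the smallest that 4 against 6 arrays allow). Adjusted over the list alone, 2 of 2 probes were past 0.05, as they were over all probes tested.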

**Figure 2:**
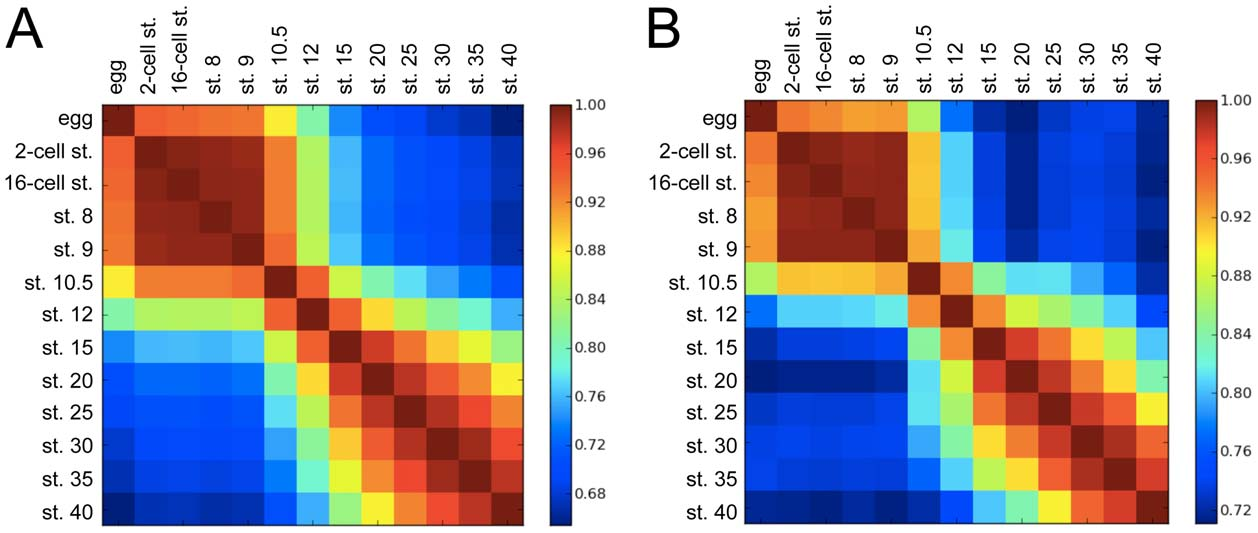
Global comparisons of total and glycogene transcriptomes during *Xenopus* embryogenesis. Heat map of the correlation coefficient matrix. The color of each square indicates the difference at a specified developmental stage. By definition, diagonal squares have zero divergence. Color scales indicate the correlation coefficient. (A) Global genes; (B) “*Xenopus* glycogenes.” Egg, unfertilized egg; st., stage.

We next identified glycome alterations occurring during embryogenesis. Mean-normalized data were analyzed using Student's *t*-test to select probe lectins that differed significantly between early-stage (2-cell stage, 16-cell stage, stage 8, and stage 9) and late-stage (stages 15–40) embryos (Table S4). As a result, 9 lectins were selected for which *p*<0.01; 4 showed higher signals in the early-stage group than the late-stage group, and 5 exhibited lower signals (Figure 3A; Table S4). The 9 lectins were classified into 5 groups based on their glycan-binding specificities (Figure 3A). The sequential changes in lectin signals (Figure 1A–D; Figure 3A–H) provided characteristic features of glycan structures during embryogenesis: (1) rGC2 signals specific to blood groups A and B were higher in early-stage embryos than in late-stage embryos (Figure 3C,D); (2) signals of rDiscoidin I, which binds to βGalNAc, were higher in early stages than in late stages (Figure 3E); (3) signals of the GlcNAc-binding lectin UDA were increased in later-stage embryos (Figure 3F); (4) signals of a series of mannose-binding lectins (NPA, DBAI, ASA, and GNA) were increased in later-stage embryos (Figure 1A–C; Figure 3G); and (5) signals of the αGalNAc (Tn-antigen)-binding lectins, HPA and DBA, were higher in early-stage embryos (Figure 1D; Figure 3I, J).

**Figure 3:**
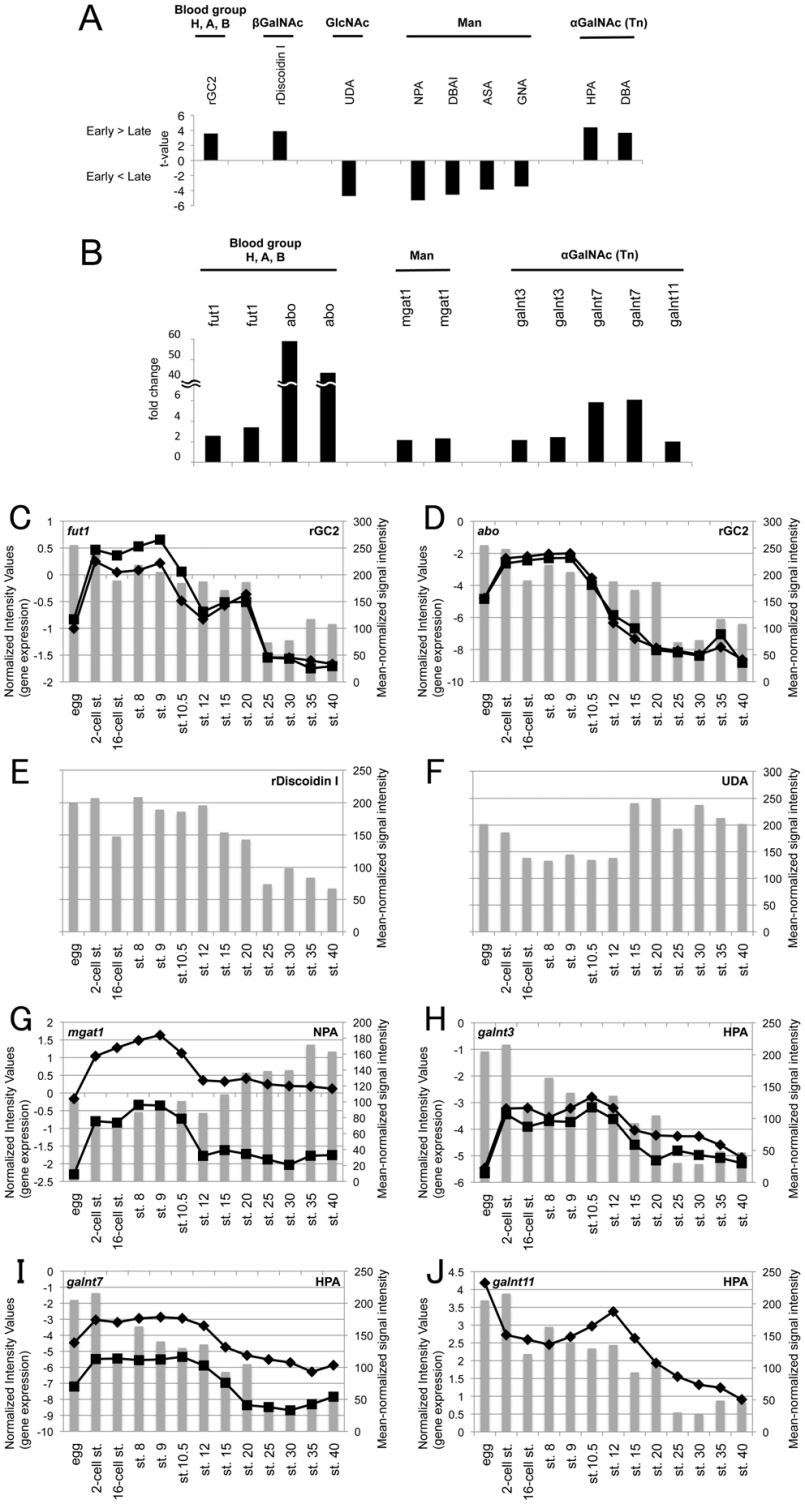
Alterations to glycan and glycogene expression during embryogenesis. (A) Lectin microarray data were mean-normalized and analyzed by Student's *t*-test. Nine lectins with significantly different signals (*p*<0.01) between the early-stage group (2-cell stage, 16-cell stage, stage 8, and stage 9) and the late-stage group (stages 15–40) were categorized into 5 groups based on the glycan-binding specificities of lectins (indicated above). *t*-Values of lectins with higher signals in the early-stage group than in the late-stage group (indicated as Early>Late) are displayed as positive values, and *t*-values of lectins with lower signals in the early-stage group (indicated in Early<Late) are displayed as negative values. All lectin data are shown in Table S1. (B) Changes in the expression of glycogenes related to lectins with significantly different signals in early- and late-stage groups. Fold changes in 11 DNA microarray probes for glycogenes and glycans that may be regulated by these glycogenes are shown. All gene data are deposited in the GEO database as GSE40620. (C–J) Temporal changes in lectin signals and glycogene expression during embryogenesis. Normalized intensity values of glycogene probes are represented as lines in the primary Y-axis (left side). Mean-normalized signal intensities of lectins are represented as bars in the secondary Y-axis (right side). All lectin data are shown in Table S3. (C) *fut1* and rGC2, (D) *abo* and rGC2, (E) rDiscoidin I, (F) UDA, (G) *mgat1* and NPA, (H) *galnt3* and HPA, (I) *galnt7* and HPA, (J) *galnt11* and HPA.

### Glycosyltransferase expression profiles alter during embryogenesis

We next investigated the expression of the glycosyltransferase genes associated with lectins that showed characteristic changes during developmental progression (Figure 3B). *fut1* and *abo* expressions were higher in early-stage embryos than in late-stage embryos, thus corresponding to the rGC2 expression pattern (Figure 3C,D). The *fut1* gene regulates expression of H antigen, and *abo* glycosyltransferases attach α1,3GalNAc or α1,3Gal onto the H antigen in the human erythrocytes, endothelia, and epithelial cell membranes (Figure 4). Previous reports indicate that blood group B active membrane glycoproteins participate in Ca^2+^-dependent cell–cell adhesion in *Xenopus* blastula cells [10], [11]. Our data from both lectin and DNA microarrays indicate that B blood-group glycans are present in the *Xenopus* blastula (stages 8–9).

**Figure 4:**
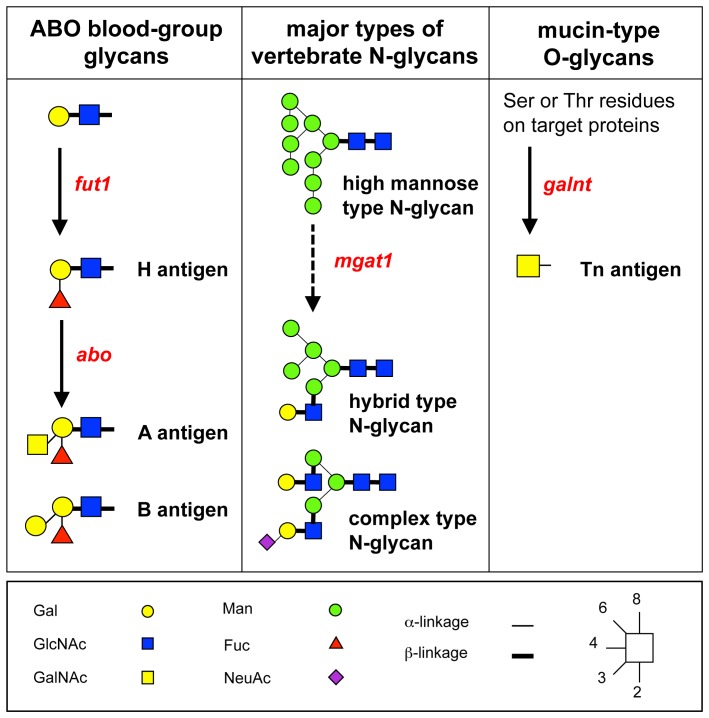
Schematic relationships between the glycans and transferase genes, whose expressions differed significantly between early- and late-stage embryos in this study. Glycosyltransferase genes are indicated in red. The *mgat1* gene does not directly produce hybrid type or complex type of N-glycans, but a high expression level of *mgat1* reduces levels of high-mannose-type N-glycans and increases the production of hybrid and complex-type N-glycans.

The expression of *mgat1*, essential for the synthesis of complex- and hybrid-type N-glycans, was high at early embryonic stages, decreased from stage 10.5 onwards, and was low at stage 12 and later (Figure 3G). *mgat1* expression results in the production of complex, hybrid N-glycans and reduces levels of high-mannose–type *N*-glycans (Figure 4). Consistent with this, the signals of high-mannose–type *N*-glycan-binding lectins (NPA, DBAI, ASA, and GNA) increased from stage 15 onwards (Figure 1A–C; Figure 3G).

*UDP-GalNAc:polypeptide N-acetylgalactosaminyltransferase* genes (*galnt3*, *galnt7*, and *galnt11*) were highly expressed at early embryonic stages and gradually reduced from stage 12 to 15 (Figure 3H–J). In addition, αGalNAc (Tn-antigen) expression, as indicated by HPA and DBA signals, was higher in early stages than in later stages (Figure 1D; Figure 3H–J). GALNT transferases synthesize mucin-type *O*-glycans by transferring αGalNAc to Ser or Thr residues on targets proteins (Figure 4) [12]. Structural changes to these *O*-linked glycans can affect normal bioprocesses and diseases, including cancer metastasis [13]. A recent study suggested that *galnt11* is a candidate gene for congenital heart disease caused by heterotaxy [14]. Knockdown of *Xenopus galnt11* causes the disruption of left–right body patterning; however, the timing and mechanism for the requirement of *galnt11* activity and *O*-linked glycans are unclear [14]. Our results that both *galnt11* expression and *O*-linked glycans are highly expressed during early embryonic stages and gradually decrease may provide insight into these processes.

In this study, we examined developmental stage-specific glycan profiles in *Xenopus* embryos. Lectin microarray indicated that changes to glycan profiles were sequential. We observed that blood groups A and B, βGalNAc, and αGalNAc (Tn-antigen) decreased, while high-mannose–type N-glycans increased, during developmental progression. The gene expression profiles of associated glycosyltransferase genes are consistent with the glycan profiles obtained by lectin microarray. As development progresses, the number of distinct embryonic domains increases, so that the overall global glycome patterns in embryogenesis necessarily present an oversimplified description and are likely to obscure regional changes. However, this is the first study to apply the lectin microarray system to analyze *Xenopus* embryo glycome. We have shown that the lectin microarray system has the potential for application in high-throughput glycan analysis in a wide range of biological processes.

## Supporting Information

Table S1 **Identity of lectins used in the lectin microarray.**
(XLS) Click here for additional data file.

Table S2 ***Xenopus*** **glycogenes.**
(XLS) Click here for additional data file.

Table S3 **Lectin microarray signal intensities for each developmental stage.**
(XLS) Click here for additional data file.

Table S4 **Comparison of the lectin signals between early and late developmental stages.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

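Gene expression was measured in the unfertilized egg and in 12 stages of Xenopus laevis embryos, with 1 one-color Agilent array per stage and 13 arrays in all. The authors extracted total RNA from frozen embryos, labeled it with the Quick-Amp kit and scanned the arrays. The deposited scanner files give, for each spot, an intensity on a linear scale that Feature Extraction 10.7.3.1 had background-corrected, the median spot and background intensity, and flags for spots that are well above background, saturated or not uniform. The deposited table of the whole series holds the same intensity: all 587860 of its values were identical to the processed signal of the scanner files. The lectin profiles of the same stages were taken from Tables S3 and S4 and are the paper's values.

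From these files, the log2 of the processed signal was taken relative to the 75th percentile of each array over 43803 non-control probes, after the paper's methods. The floor at 1 that the methods state changed no value. No probe was a non-uniformity outlier on every array, so none was left out. Probes of 1 accession were kept apart, and 28256 accessions were represented. The choice of groups, tests and most alternatives was made before the data were examined. Early and late stages were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05), with stages as replicates. Pearson correlations, step sizes and permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The limma step was tested on simulated data. Values were drawn for all 43803 probes from the means and spread of the 10 arrays. In these, 200 probes were changed by 2 on the log2 scale. Of the changed probes, 66.5% were recovered in the right direction, and 11 unchanged probes were called. The simulated arrays were independent and few probes changed, unlike the real comparison, so these figures do not carry over to it.

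The alternatives were scaling to the median, quantile normalization, scaling to 7 of the 10 spike-in probes, filters on dim probes, the slide as a block, all 13 arrays sharing the spread, and leaving out each of the 10 arrays in turn. The following were chosen after seeing the data: normexp with an offset of 50 on the median spot and background intensity, which replaced the mean intensity because the files used here hold no mean intensity, 1 mean value per accession, a filter for probes well above background on every array, the linkage of the clusters, and limma on the lectin signals. The precision is limited by the number of arrays.

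The rule for naming genes, set in advance, was to name the probes of the genes the paper names and the glycogene and other named probes with the largest changes. The files pair probes with accessions and not with gene names, and 0 accessions matched the reference table of Xenopus_laevis_v10.1, so this rule named no probe beyond the Table S2 genes matched by accession, gcnt2 and mgat5b. The glycogene correlation of Figure 2B, the fold changes of Figure 3B, the galnt family, and the relation of genes to lectins were not analysed here. A step that the paper applied in GeneSpring, the choice of genes flagged as detected or not detected in at least 1 sample, was not repeated.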

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

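The test of the mgat5b probes against negative controls was set before its result was seen. The question of RNA from another gene was raised after, and so were the 8 outlier tests named below as added and the test of noise at stage 20. Table S2 marks mgat5b as absent from the array, and the paper does not report on it. Its accession is nevertheless carried by 2 probes. The first, Xl#S13710824_415, was well above background on 4 of the 13 arrays (the 2-cell stage and stages 30, 35 and 40), and the second, Xl#S13710824_320, on 2 (the 2-cell stage and stage 40). Of the values of the 153 negative-control spots over the 13 arrays, 0.603% were called well above background. Of the 26 values of the mgat5b probes, 23.1% were. This argues against background at the level of the control spots. It cannot exclude unspecific binding, because whether control spots bind labeled RNA as other probes do was not tested. Calls lay near the limit: the first probe had -6.59 (normalized log2) at the 2-cell stage, called, and -6.54 at the 16-cell stage, not called. Whether the signal comes from RNA of another gene cannot be told apart from mgat5b itself, since 0 probe sequences were matched to transcripts. Between early and late stages neither probe was past the threshold with the 75th percentile (limma, adjusted p of 0.305 and 0.844). Both were past it, and lower in late stages, with quantile normalization (0.0377 and 0.00134) and with normexp (0.0175 and 0.0264), whereas their difference after scaling to the 75th percentile had the opposite sign. No fold change is given, because most arrays give only an upper limit, and a biological change in mgat5b stays open.

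In the early and the late group, arrays were examined for outliers by Dixon's test (gap to the nearest array over the range). In the 12 groups of values examined first (signal, spike-in level, share of probes well above background, correlation with the own group, and the gcnt2 probes) 0 had an outlier. Of 8 groups added after their values were seen (SD of the negative-control spots, that SD estimated from the median absolute deviation, background and raw median signal), 2 had one. Chance flags about 1 in 20 groups, and the added ones were not chosen blind. Both flags concern the SD of the negative controls, in intensity units: stage 20 was the highest of the late arrays (27.8, the others 3.28 to 7.26), and the 16-cell stage was the lowest of the early arrays (4.51, the others 5.17 to 5.24). At stage 20, noise in all the control spots is argued against, because the SD from the median absolute deviation was 2.41, the lowest of the late arrays. Which spots raised the SD was not examined. For the 16-cell stage no explanation was tested. No biological explanation was tested for either, since these spots are controls.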

How the results depend on the processing

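The series table and the setting without a floor hold the same values as the processed signal, so they say nothing about stability.

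Of 27148 probes past the threshold between early and late stages, the slide as a block left 17983, 16148 of them among the 27148. This fit has fewer degrees of freedom and estimates the difference from stage 9 and stage 15 alone. Averaging the probes of an accession, chosen after seeing the data, gave 17684, with 28256 values tested. The other settings stayed within 1.5 times of the first count. Leaving out 1 array at a time gave between 24897 and 28478 probes, with 52.5% to 54.1% of them higher in late stages.

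The share of these probes that were higher in late stages was 53.5%. It was 30.6% with scaling to the median, 37.1% with quantile normalization, 38.0% with normexp and quantile normalization, and 47.6% with only probes well above background on every array of a group. The median over all probes of their late minus early difference moved with the scaling. It was 0.26 (log2) after scaling to the 75th percentile, -0.69 after scaling to the median, -0.39 after quantile normalization and 0.34 after spike-in scaling. The direction of a single probe with a small change therefore depends on the scaling. With spike-in scaling the share was 55.4%, and with the slide as a block 59.7%.

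Both gcnt2 probes were past the threshold under every setting run that kept the probes of an accession apart. With every row of Table S2, which adds both mgat5b probes, 2 of 4 probes were past it after scaling to the 75th percentile, and all 4 with quantile normalization and with normexp, where the mgat5b probes were lower in late stages. The log2 differences of the gcnt2 probes kept their direction. With normexp, whose offset of 50 raises dim values, the gcnt2 differences were 2.28 and 4.55, against 6.73 and 9.13 after scaling to the 75th percentile. Neither gcnt2 probe was well above background on any early array, so none of these differences measures the size of the rise. The lower limits of 22.4-fold and 114-fold were taken after scaling to the 75th percentile and are not given for normexp.

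The mean correlation of early with late arrays, 0.708, was 0.510 on the linear scale, 0.607 over probes well above background on at least 1 array and 0.654 over probes well above background on every array, the last chosen after seeing the data. The cause was not tested. With Spearman's rank correlation it was 0.704. Under every setting it stayed below the correlations within the early and within the late stages.

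The number of probes changed from stage 9 to stage 10.5, 6.14 times that of the step before, was 9.52 times with probes well above background on both arrays, and between 8.25 and 8.80 times with a 4-fold limit and the other scalings. The step from the egg to the 2-cell stage gave more changed probes than any other step, with 2 exceptions: with quantile normalization the steps to stages 12 and 15 gave more (11948 and 12502 against 10488), and with the 4-fold limit so did these steps (4451 and 3927 against 3871). The direction of change in the step to stage 10.5 also depended on the scaling: 4213 probes rose and 2256 fell with the 75th percentile, and 3472 rose and 5751 fell with the median. With spike-in scaling 10599 probes changed from stage 20 to stage 25, against 4811 with the 75th percentile. Of the 10599, 10088 rose and 511 fell. The excess comes from a shift of all probes alike, because both scalings subtract a constant from each array. The 75th percentile minus the spike-in mean was -2.17 (log2) at stage 20 and -1.43 at stage 25. Why this distance changed was not tested.

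The clusters, chosen after seeing the data, depended on the linkage. With average linkage stage 10.5 shared its cluster with stage 12. With complete linkage it joined the egg and the early stages, in a cluster of 6 stages, and with single linkage it stood alone.

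For the paper's lectin signals, 0 of 96 lectins were past an adjusted p of 0.05 under every setting run. For the exact tests, and more so with a stage left out, the smallest p that the design allows made this nearly certain, so it says nothing about stability. The methods' t-test and limma, which have no such limit, also gave 0. No paired analysis was possible because each stage has 1 array and stages are not numbered replicates. Dim signal limits the fold changes of probes near background, and 20.5% to 41.0% of the probes of an array were not well above it.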

Differences from the paper's values

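Mean correlations were compared with the colors of Fig. 2A, read by eye, for the early stages with each other and for the egg, the late stages and stages 10.5 and 12 with the early stages. With the main processing none of these differed by more than the spread or the step of the reading. The error of reading a color by eye was not measured, so small differences, or their absence, decide nothing. The early stages correlated at 0.991 (about 0.99 in Fig. 2A, read by eye), the egg with the early stages at 0.936 (about 0.94 in Fig. 2A, read by eye), and the early with the late stages at 0.708 (about 0.71 in Fig. 2A, read by eye). Under some settings set before the data were examined they differed: early with late on the linear scale (0.510) and over probes well above background on at least 1 array (0.607), stages 10.5 and 12 with early under the same settings, and the egg with early under these and with Spearman's correlation.

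The headers of the scanner files name another array design number than the paper's methods.

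The paper treats stages 10.5 and 12 as a group of their own. Stage 12 correlated with stage 15 at 0.9428 and with stage 10.5 at 0.9422, and stages 9 and 10.5 at 0.937. With Spearman's correlation stage 10.5 was the nearer, at 0.9397 against 0.9383 for the nearest late stage. On the linear scale the nearest late stage was the nearer, at 0.9303 against 0.8632, and so it was over probes well above background on every array, a filter chosen after seeing the data, at 0.920 against 0.902. Average linkage, chosen after seeing the values, gives the paper's grouping, and complete and single linkage do not.

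For the lectins, the paper's methods name Student's t-test. Recomputed from Table S3, the p-values of Table S4 matched it within 2% for 90 of the 96 lectins. For the other 6 (GSLII, rF17AG, VVAII, rPAIIL, rAOL and TJAII) they matched the version with unequal variances. None of these 6 is among the 9 lectins that Table S4 lists with a p under 0.01.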

Other observations

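The tests on the scaling and on negative-control spread, and the count of other splits of the arrays, were set before their results were seen, though the medians of the scaled arrays were already known, and so were the lectin tests other than limma. The tests on the egg, on the steps, on the scaling with spike-ins beside quantile normalization, on the brightness of the late arrays and on a common noise limit were chosen after the result was seen. The split count bears on the early against late comparison: of 100 of the 210 ways to split the 10 arrays into 4 and 6, the real one included, 1 gave as many probes past the threshold as the real one (27148), and the highest of the others gave 0. This count does not show whether chance can be excluded, because the groups are clusters that the paper drew from these same arrays and any other split mixes them.

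The change from the egg to the 2-cell stage was among the largest between consecutive stages, with 13723 probes changed at least 2-fold and r of 0.944. The paper describes the maternal expression that the egg shares with the early stages and does not report this difference. These stages share a slide. Noise at single probes is argued against, because 2 probes of 1 accession changed together (r across 7907 pairs of 0.910, which are probes and not replicates). Dim probes are argued against as well, since 11306 of the 25367 probes well above background on both arrays still changed, against 122 from the 2-cell to the 16-cell stage. A different response of the array to RNA amount is argued against by the spike-ins, which span 7.28 to 17.9 (log2): each was higher in the egg, by a mean of 0.55 with an SD between spike-ins of 0.052, while the SD of the probe changes was 1.29. The egg's 75th percentile was nonetheless lower by 1.09 (log2) before scaling. The paper's text does not mention the spike-ins, so equal amounts are assumed. Handling or labelling of the single egg sample cannot be told apart from a change after fertilization, because there is 1 egg array. A candidate explanation that was not tested is a change in poly(A) tails of maternal RNA, as labeling kits of this type commonly prime from the tail. How many of the changed probes rose depended on the scaling: 6320 rose and 7403 fell with the 75th percentile, 6145 and 4343 with quantile normalization, and 18225 and 700 with spike-in scaling.

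The uneven steps are not explained by slides: stages 8 and 9 lie on different slides and differed by 0.00835 (1 minus r), while stages 9 and 10.5 share a slide and differed by 0.0629. The hours of development between the stages were not used, so uneven spacing in time stays open.

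More probes were well above background on the late arrays. Whether the late arrays were brighter stays open, because the values go both ways: their highest raw 75th percentile was 1693 and the lowest of the early arrays 1728, but the raw median signal was 161 to 298 on the late and 143 to 165 on the early arrays. The spread of the negative controls alone does not settle whether lower background noise is the cause. The mean SD of the negative controls was 8.41 on the late and 5.02 on the early arrays, but the late value rests on stage 20 (27.8), and the SD estimated from the median absolute deviation was 2.41 to 3.58 on the late arrays, and 2.86 to 4.05 on the early arrays. With 1 limit on the background-subtracted signal for all arrays (10.5 intensity units), every late array had at least 76.6% of its probes over it and every early array at most 71.6%, which argues against a limit that differs between arrays, and so against lower background noise on the late arrays, as the whole cause. A wider set of transcripts in late embryos may explain it and stays a hypothesis. The direction split of the early against late probes depended on the scaling: 53.5% of the called probes were higher in late stages with the 75th percentile, 37.1% with quantile normalization and 55.4% with spike-in scaling, which does not use the percentile either. Whether the excess in late stages comes from the scaling to the 75th percentile therefore stays open.

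In Table S3, the paper's lectin profiles, the difference between early and late stages was tested for 96 lectins. With an exact permutation test 6 lectins had the smallest p the design allows, 0.00952, and at this size 19 lectins at that p are needed to pass an adjusted 0.05, so the 0 that passed say little. The methods' t-test gave 9 lectins under 0.01, as in Table S4, and 0 after Benjamini-Hochberg adjustment, with a lowest adjusted p of 0.0545. limma on log2 values, chosen after seeing the data, gave 12 under 0.01 and 0 after adjustment, with a lowest adjusted p of 0.0628. At an unadjusted 0.05 the counts were 19, 17 and 17.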
